# GlyT1 inhibition by ALX-5407 attenuates allograft rejection through suppression of Th1 cell differentiation

**DOI:** 10.3389/fimmu.2025.1644529

**Published:** 2025-09-23

**Authors:** Xiaohan Zhang, Weiqi Zhang, Jianghao Wei, Shuai Jin, Zhen Wang, Hui Wang, Gang Feng, Jie Zhao

**Keywords:** solute carrier, GlyT1, ALX-5407, T-cell-mediated rejection, organ transplantation

## Abstract

**Objective:**

Transplant rejection driven by Th1 cell-mediated immune responses remains a critical challenge. This study aimed to investigate the role of glycine transporter 1 (GlyT1/SLC6A9) in Th1 differentiation and evaluate the therapeutic potential of its inhibitor, ALX-5407, in attenuating allograft rejection.

**Methods:**

RNA sequencing, flow cytometry, and qRT-PCR were employed to analyze GlyT1 expression in Th1-polarized CD4^+^T cells. ALX-5407 (0.5–500 nM) was tested *in vitro* under Th1-polarizing conditions. A murine skin allograft model (BALB/c to C57BL/6) was established to assess graft survival and immune responses. Combination therapy with rapamycin and ALX-5407 was evaluated through histopathology, immunofluorescence, and splenocyte profiling. Mechanistic insights were derived from RNA-seq, KEGG/GO enrichment, and Western blotting.

**Results:**

GlyT1 expression was significantly upregulated in Th1 cells and rejection cohorts. ALX-5407 suppressed Th1 differentiation, reducing IFN-γ^+^CD4^+^T cells proportions (p < 0.05) and activation markers (CD25, CD69), while inducing apoptosis via caspase-3 activation and BCL-2 downregulation. Although ALX-5407 monotherapy failed to prolong graft survival, combination with rapamycin synergistically enhanced efficacy (p = 0.018), reduced inflammatory infiltration, and attenuated splenic Th1 polarization. Mechanistically, ALX-5407 inhibited MAPK signaling but activated the PI3K-AKT-mTOR pathway, which rapamycin counteracted to amplify suppression.

**Conclusions:**

GlyT1 serves as a metabolic checkpoint in Th1 differentiation, and its inhibition by ALX-5407 attenuates allograft rejection through dual suppression of Th1 function and apoptosis induction. Synergy with rapamycin highlights a novel combinatorial strategy to mitigate rejection with reduced toxicity. These findings position GlyT1 targeting as a promising approach for clinical translation in transplantation immunotherapy.

## 1 Introduction

Transplant rejection remains a principal cause of graft loss, driven by dysregulated immune responses in which T helper 1 (Th1) cells play a central role (1, 2). Upon activation, T cells undergo metabolic reprogramming to meet bioenergetic demands, with enhanced glycolysis and mitochondrial oxidative phosphorylation emerging as critical regulatory nodes for effector function (3, 4). This metabolic plasticity not only sustains pro-inflammatory cytokine production but also establishes a potential therapeutic vulnerability. Targeting T cell metabolic pathways, such as glucose utilization or amino acid transport, may offer a promising strategy to attenuate pathological immune activation while preserving homeostatic immunity (5, 6).

Glycine functions as a pleiotropic metabolic hub with significant anti-inflammatory and anti-apoptotic properties (7). It acts as a one-carbon unit donor to drive cellular proliferation and epigenetic reprogramming via the one-carbon cycle, while serving as an essential substrate for glutathione (GSH) biosynthesis to scavenge reactive oxygen species (ROS), thereby alleviating oxidative stress and preserving cellular function. In the context of transplant rejection (8–10), the heightened metabolic activity of CD4^+^ Th1 cells renders them exquisitely sensitive to alterations in intracellular glycine concentrations (11, 12). Modulation of glycine availability selectively suppresses Th1 cell proliferation and effector functions, consequently attenuating Th1-dominated T cell-mediated allograft rejection and ultimately mitigating graft injury to prolong transplant survival. The solute carrier (SLC) transporter family, comprising over 400 membrane proteins, has recently been implicated in T cell metabolic adaptation (13, 14). Specific SLC members, including SLC7A5 (LAT1) and CD98, facilitate the uptake of essential nutrients such as leucine and glutamine, directly fueling mTORC1 signaling and epigenetic modifications during T cell differentiation (15, 16). Dysregulation of SLC-mediated metabolic rewiring correlates with aberrant CD4^+^T polarization in allograft rejection models, positioning this family as a novel immunomodulatory target. Elucidating the interplay between SLC transporters and T cell metabolism could uncover precision mechanisms to mitigate rejection without broad-spectrum immunosuppression (17).

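In the mouse genome (GRCm38), Slc6a9 (ENSMUSG00000028542) lies on the + strand of chromosome 4 from 117834506 to 117875198, a span of 40693 bases. Its annotation in GENCODE M21 holds 12 transcripts with up to 15 exons, and its merged exons cover 5141 bases. 3 genes on the opposite strand, B4galt2, Ccdc24 and Gm17114, overlap this span, and their exons cover 30.3% of the exon bases of Slc6a9. In mouse CD4+ T cells cultured under Th1 conditions, 227, 214 and 146 reads were counted on Slc6a9 in 3 cultures without ALX-5407, and 530, 570 and 600 reads in 3 cultures with ALX-5407. Normalized for library size, its level was 6.18 ± 1.25 CPM (counts scaled to library size; SD, n = 3) without and 15.8 ± 1.15 CPM (SD, n = 3) with ALX-5407. The log2 fold change was 1.35 (standard error 0.146, adjusted p = 1.49e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The overlapping gene B4galt2 had a log2 fold change of -0.041 (adjusted p = 0.884 from the same test), and Ccdc24 and Gm17114 had at most 8 counts in any culture.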

SLC6A9(GlyT1), a member of the solute carrier 6 (SLC6) family, encodes the sodium/chloride-dependent glycine transporter 1 (18). GlyT1 transports glycine from the synaptic cleft back into neurons via active transport. ALX-5407, a potent and highly selective glycine transporter-1 inhibitor, effectively reduces glycine influx, leading to extracellular glycine accumulation. In the nervous system, this elevation of synaptic glycine concentration modulates neural plasticity and excitability, offering therapeutic potential for psychiatric disorders. This transporter primarily regulates glycine transmembrane flux and has recently been implicated in modulating mitochondrial glycine metabolism within cells (19). However, its specific mechanistic contributions to transplant rejection remain underexplored, warranting further investigation to elucidate its therapeutic potential in alloimmune regulation. based on the effect of GlyT1 inhibitors on reducing intracellular glycine levels and glycine’s critical role in CD4^+^T cell function, we propose the hypothesis that GlyT1 inhibition may modulate CD4^+^T cell activation states. Our study indicates that SLC6A9 plays a role in Th1 differentiation and is a potential target for reducing graft rejection.

## 2 Materials and methods

### 2.1 T cell isolation and polarization

Spleens were aseptically harvested from euthanized male C57BL/6 mice (male, 6-8w) and mechanically dissociated into single-cell suspensions. CD4^+^T cells were isolated using magnetic bead-based negative selection kits (STEMCELL) and cultured in anti-CD3ϵ pre-coated 96-well plates (5μg/mL, BioLegend) under Th1-polarizing conditions: RPMI 1640 medium supplemented with recombinant IL-2 (100 IU/mL, PeproTech), IL-12p70 (10 ng/mL, PeproTech), anti-IL-4 (10μg/mL, BioLegend), and anti-CD28 (2μg/mL, BioLegend). ALX-5407 (MCE HY-10711A) was administered at 0.5–500 nM concentrations, with vehicle-treated cells serving as controls. Cells were harvested after 72-hour stimulation for flow cytometry or RNA sequencing.

### 2.2 Mouse skin transplantation model

Full-thickness tail skin grafts (1×1 cm) from donor BALB/c mice (male, 6-8w) were transplanted onto the dorsal region of anesthetized C57BL/6 recipients (male, 6-8w) using 6–0 Prolene sutures. Postoperatively, mice received daily intraperitoneal injections of ALX-5407 (100 mg/kg), rapamycin (50 mg/kg), or vehicle (n=5/group). Graft viability was monitored until Day 7, with >90% necrosis defined as rejection. Surviving grafts and secondary lymphoid organs were collected for histopathological and immunological analyses.

### 2.3 Mouse heart transplantation model

BALB/c mice (male, 6-8w) were anesthetized by inhalation and systemically heparinized via intraperitoneal injection. The thoracic cavity of the mouse was then opened. After the heart stopped beating, the superior vena cava and pulmonary veins of the mouse heart were ligated, and the aorta and pulmonary artery were disconnected. The donor heart was harvested and stored in ice-cold saline. C57BL/6 mice (male, 6-8w) were anesthetized by inhalation, and the skin on the right neck was incised to locate the right internal jugular vein and the right internal carotid artery. The right internal jugular vein and the right internal carotid artery were ligated, disconnected, and cannulated. The donor heart aorta was then sleeved onto the recipient’s internal carotid artery end, and the donor heart pulmonary artery was sleeved onto the recipient’s internal jugular vein end. After fixing and ligating the interfaces, blood flow was restored, and the heart filled and restarted beating. After the operation, the recipient mice were anesthetized by inhalation daily, and the beating of the donor heart was assessed by manual palpation to determine the heart beating situation, and a graft survival curve was plotted.

### 2.4 Flow cytometry

Single-cell suspensions from *in vitro* cultures or recipient spleens were stained with fluorochrome-conjugated antibodies against surface markers (Live/Dead, CD4, CD8α, CD25, CD44, CD69, NK1.1, CD19, CD11b, Ly6G, Ly6C, CD11c, F4/80), followed by intracellular fixation/permeabilization for IFN-γ, IL-17A, and Foxp3 detection. For cytokine profiling, cells were stimulated with PMA/ionomycin (1 μg/mL each, Invitrogen™) in the presence of brefeldin A (10 μg/mL, Invitrogen™) for 6 hours prior to staining. Data acquisition was performed on a BD LSR Fortessa X-20 cytometer and analyzed using FlowJo v10.8.

### 2.5 qRT-PCR

Total RNA was extracted from The CD4^+^T cells sorted from the spleen and subsequently cultured *in vitro* for 3 days using TRIzol reagent (Invitrogen) and reverse-transcribed into cDNA with PrimeScript RT Master Mix (TransGen). qPCR was performed on a LightCycler^®^ 96 system (Roche) using 2X SYBR Green Premix (TransGen) in 10 μL reactions. Primer pairs were designed via NCBI Primer-BLAST and validated by melting curve analysis. Relative gene expression was calculated using the 2^(-ΔΔCt) method with GAPDH as endogenous control. All reactions were performed in triplicate.

### 2.6 H&E staining and immunofluorescence

Transplanted skin grafts and transplanted heart grafts were fixed in 4% paraformaldehyde, paraffin-embedded, and sectioned at 5 μm thickness. Hematoxylin and eosin (H&E) staining was performed using standard protocols (Servicebio) for histopathological evaluation. For CD4 immunofluorescence, antigen retrieval was performed with citrate buffer (pH 6.0, 95°C, 15 min). Sections were blocked with 10% goat serum (Beyotime) and incubated with anti-CD4 primary antibody (1:100, Invitrogen) at 4°C overnight, followed by Alexa Fluor 488-conjugated secondary antibody (1:500, Invitrogen) for 1 h at room temperature. Nuclei were counterstained with DAPI (Servicebio). Images were captured using a Olympus upright fluorescence microscope. Negative controls omitted primary antibodies.

### 2.7 CFSE proliferation assay and *in vivo* CTV proliferation assay

The CD4^+^T cells sorted from the spleen were labeled with 5 μM CFSE (Invitrogen) in PBS at 37°C for 10 min, followed by quenching with complete RPMI-1640 medium. Cells were seeded in 96-well plates and treated with ALX-5407 at concentrations of 0.5, 5, 50, or 500 nM, while control groups received vehicle (0.1% DMSO). After 72 h incubation (37°C, 5% CO_2_), cells were harvested and analyzed by flow cytometry (BD LSR Fortessa 20X). Proliferation indices were calculated using FlowJo v10.8 software based on CFSE dilution.

The CD4^+^ T cells sorted from the spleens of C57BL/6 mice were labeled with CellTrace™ Violet (CTV) (20) and activated *in vitro* for 1 day using anti-mouse CD3 (5 ng/ml) and anti-mouse CD28 (2 ng/ml). They were then intravenously infused into C57BL/6 mice, which were randomly divided into an ALX-5407 group and a control group. According to the group, mice received intraperitoneal injections of ALX-5407 (50 mg/kg, once daily)(n=5). Three days later, spleens were collected from the mice for flow cytometry analysis to compare the proliferation of CD4^+^ CTV^+^ cells between the two groups by flow cytometry (BD LSR Fortessa 20X). Proliferation indices were calculated using FlowJo v10.8 software based on CTV dilution.

### 2.8 RNA sequencing

The CD4^+^T cells sorted from the spleen were polarized into Th0 and Th1 subsets under standard conditions for 3 days. For ALX-5407 treatment, cells were exposed to 500 nM ALX-5407 or vehicle (0.1% DMSO) for 24 h. Total RNA was extracted using TRIzol (Invitrogen), followed by ribosomal RNA depletion and library preparation with NEBNext Ultra II RNA Library Prep Kit (NEB). Differentially Expressed Genes (DEGs) were identified using DESeq2 (|log2FC| >1, adj. p <0.05). 

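Of the 15938 genes tested, 1600 were DEGs at these thresholds in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 536 were up-regulated and 1064 were down-regulated in ALX-5407-treated Th1 cells. Without the fold change threshold, 7605 genes had an adjusted p-value under 0.05, with 3910 higher and 3695 lower, and this was the choice that moved the count most. DESeq2, the tool named in the methods, called 1548 DEGs from the same counts, of which 1417 were also DEGs in edgeR and 0 had the opposite direction. The mean count over the 6 cultures was 50 or more for 875 DEGs and lower for 725, whose fold changes are less precise. Restricted to protein-coding genes, the test called 995 DEGs, with 392 higher and 603 lower. Among DEGs with a mean of 50 counts or more and no overlap between the groups, Agap1 (chromosome 1, 89454806 to 89897617) rose most. Its level went from 0.312 ± 0.264 CPM to 9.08 ± 1.39 CPM (SD, n = 3 each), a log2 fold change of 4.83 (standard error 0.322, adjusted p = 9.21e-09 from edgeR). It was followed by Avil, Cdr2l, Cox6a2 and Hist1h1b, with log2 fold changes from 2.82 to 2.99. The largest decrease under the same rule was that of Pmp22 (chromosome 11, 63128982 to 63159547), from 6.73 ± 0.911 CPM to 0.224 ± 0.0622 CPM (SD, n = 3 each). Its log2 fold change was -4.89 (standard error 0.269, adjusted p = 1.14e-09 from edgeR). Hfe, Hes7, Tmem88b and Ablim3 came next, with log2 fold changes from -4.64 to -3.79.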

Gene Ontology (GO) and KEGG pathway analyses were conducted via clusterProfiler (v4.0).

### 2.9 Western blotting

The CD4^+^T cells sorted from the spleen and subsequently cultured *in vitro* for 3 days were lysed in RIPA buffer (Beyotime) containing protease inhibitors (Beyotime). Protein concentrations were quantified via BCA assay (Thermo Fisher). Equal amounts (20 μg/lane) were separated by 10% SDS-PAGE gel electrophoresis and transferred onto PVDF membranes (Millipore). After blocking with 5% non-fat milk for 1 h, membranes were incubated overnight at 4°C with primary antibodies as loading control. HRP-conjugated secondary antibodies were applied for 1 h at RT. Signals were detected using ECL chemiluminescence and quantified by ImageJ v1.53.

### 2.10 Statistical analysis

Data were analyzed using GraphPad Prism v10.0 and expressed as mean ± SD. Multiple group comparisons employed two-way ANOVA with Bonferroni *post hoc* correction. Pairwise comparisons between specific groups used unpaired Student’s t-test. Skin graft survival rates were analyzed by Kaplan-Meier method with log-rank test for significance. p < 0.05 was considered to be statistically significant.

## 3 Results

### 3.1 SLC6A9 (GlyT1) is highly expressed in Th1 cells

To investigate differences between Th0 and Th1 cells, CD4^+^T cells isolated from spleens of male C57BL/6 mice via magnetic bead sorting were cultured under Th0 or Th1 conditions for 3 days. RNA sequencing revealed distinct transcriptomic profiles between Th0 and Th1 cells (**Figure 1A**). Solute carrier (SLC) family proteins, as primary transporters of intracellular substances, profoundly influence cellular metabolic homeostasis through expression changes. Therefore, we prioritized analysis of differential SLC protein expression between the two experimental groups. Among differentially expressed genes, SLC6A9 (GlyT1), a cell-surface glycine transporter critical for maintaining intracellular/extracellular glycine homeostasis, exhibited significantly higher expression in Th1 cells compared to Th0 cells (p < 0.05, **Figure 1B**). These findings suggest that GlyT1-mediated glycine regulation may influence Th1 proliferation and differentiation.

**Figure 1:**
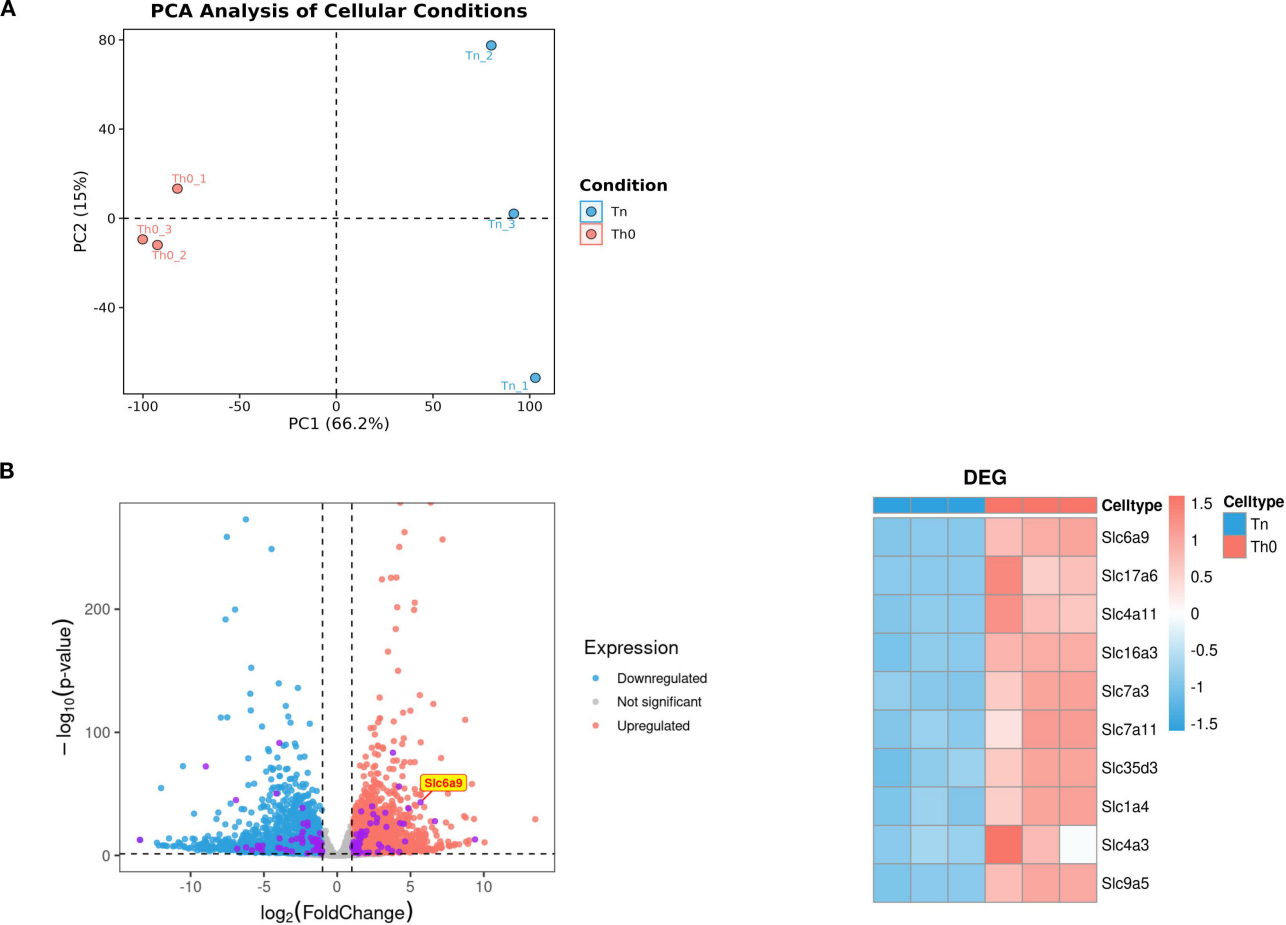
GlyT1 is highly expressed in Th0 cells. CD4^+^T cells were isolated from the spleens of C57BL/6 mice using magnetic bead separation and cultured under Naive and Th0 conditions for three days. After three days, RNA was extracted for RNA sequencing. Differential expression analysis was performed between the two groups **(A)**, with subsequent focus on the top 10 most differentially expressed genes from the solute carrier (SLC) family (Purple dot) for detailed characterization **(B)**. (n = 3).

### 3.2 ALX-5407 does not affect the proliferation of CD4^+^ T cells *in vivo* and *in vitro* but impacts the differentiation and function of CD4^+^ Th1 cells

To investigate whether GlyT1 could influence CD4^+^ T cell proliferation and differentiation, we utilized ALX-5407, a specific inhibitor of GlyT1. According to literature, ALX-5407 selectively inhibits GlyT1 function by reducing glycine transmembrane flux and is currently under experimental investigation for treating neuropsychiatric disorders, with a recommended concentration of 5 nM for neuronal cells. To determine the impact of ALX-5407 on Th1 differentiation and identify effective doses, we treated CFSE-labeled CD4^+^T cells with a concentration gradient (0.5 nM, 5 nM, 50 nM, 500 nM) under Th1-polarizing conditions for 3 days. Flow cytometry results after 3 days showed that ALX-5407 at various concentrations had minimal effects on Th1 cell proliferation (**Figure 2A**). However, cell viability began to decline at 500 nM, prompting us to select this concentration for subsequent experiments. To further investigate the impact of ALX-5407 on CD4^+^T cells proliferation *in vivo*, we isolated CD4^+^T cells from the spleens of C57BL/6 mice, labeled them with CTV (20), and activated them *in vitro*. These cells were then injected into C57BL/6 mice. Flow cytometry analysis of splenocytes 3 days post-injection revealed that the proliferation of CD4^+^CTV^+^cells in the ALX-5407 treatment group appeared moderately reduced compared to the control group. However, this result showed no statistical significance, suggesting that, consistent with *in vitro* results, ALX-5407 exerts minimal impact on CD4^+^T cell proliferation *in vivo* (**Figure 2B**).

**Figure 2:**
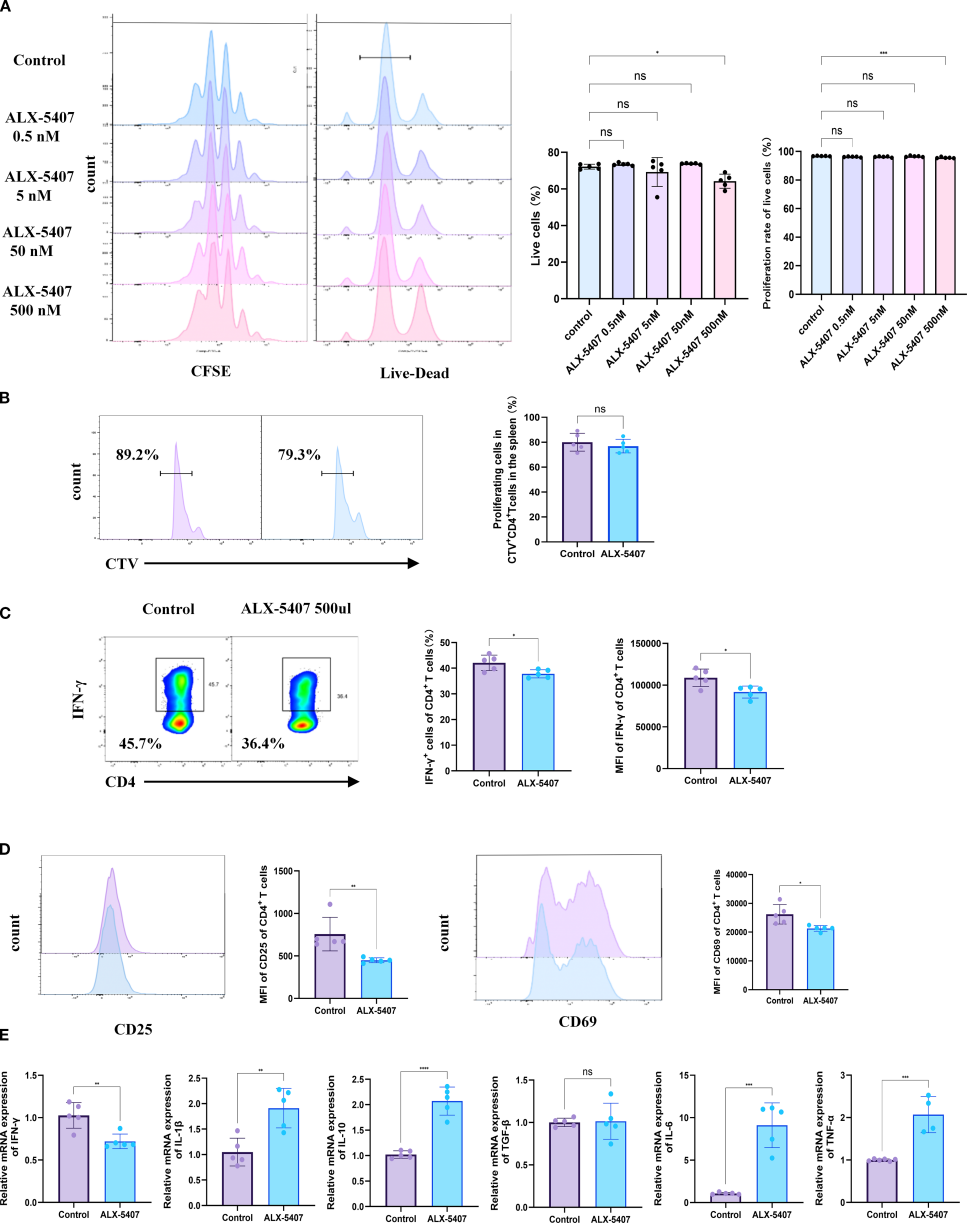
ALX-5407 effectively inhibits Th1 cell differentiation but has limited effects on proliferation. Magnetic bead separation was used to isolate CD4^+^ T cells from the spleens of C57BL/6 mice. These cells were then treated with varying concentrations of ALX-5407 (0.5 nM, 5 nM, 50 nM, and 500 nM) in culture medium. The CD4^+^ T cells were activated and cultured under Th1 conditions for three days. A portion of the cells were labeled with CFSE and cultured for three days, with the control group serving as a reference. After three days, cells were collected for flow cytometry analysis to assess survival rates **(A)** and CFSE staining to evaluate proliferation **(A)**. CD4^+^ T cells sorted from the spleens of C57BL/6 mice were labeled with Cell Trace Violet (CTV) and activated *in vitro* for 1 day using anti-mouse CD3(5 ng/ml) and anti-mouse CD28 (2 ng/ml). They were then intravenously infused into C57BL/6 mice, which were randomly divided into an ALX-5407 group and a control group. According to the group, mice received intraperitoneal injections of ALX-5407 (50 mg/kg, once daily) (n=5). Three days later, spleens were collected from the mice for flow cytometry analysis to compare the proliferation of CD4^+^CTV^+^T cells between the two groups **(B)**. Flow cytometry was also employed to detect the proportion of CD4^+^ IFN-γ^+^T cells **(C)** and the mean fluorescence intensity(MFI)of CD25 and CD69 **(D)**. qPCR was performed to examine the mRNA expression of various cytokines in the cells **(E)**. Statistical differences between groups were analyzed using the ANOVA test and T-test. (n =5; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 ns:no significance).

However, Flow cytometry analysis revealed that the proportion of CD4^+^IFN-γ^+^ T cells in the ALX-5407-treated group was significantly lower than in the control group, with IFN-γ MFI also markedly reduced (**Figure 2C**). Concurrently, MFI values of CD25 and CD69 in the ALX-5407 group decreased, indicating reduced T cell activation (**Figure 2D**). Further analysis of cytokine mRNA expression levels demonstrated consistent results: *Ifng* expression was significantly downregulated, while *Il1β* and *Il10* were upregulated, with no change in *Tgfb1* (**Figure 2E**). These results suggest that ALX-5407, a GlyT1 inhibitor, significantly suppresses Th1 differentiation and impairs Th1 cell activation and function.

### 3.3 ALX-5407 synergizes with rapamycin to prolong allograft survival

To further validate our findings, we established a BALB/c (male, 6–8 weeks) to C57BL/6 (male, 6–8 weeks) murine skin allograft model. Starting from the day of surgery, four groups received daily intraperitoneal injections: control, ALX-5407 alone, rapamycin alone, and ALX-5407 combined with rapamycin. Graft survival analysis demonstrated that ALX-5407 monotherapy failed to prolong graft survival, while the combination treatment significantly extended survival compared to both single-agent groups (p=0.018, **Figure 3A-B**). Histological evaluation on day 7 post-transplantation revealed better-preserved graft architecture with reduced inflammatory infiltration in the combination group (**Figure 3C**). Immunofluorescence analysis further confirmed significantly fewer CD4^+^T cells infiltrating the grafts in the combination group compared to other treatments (**Figure 3D** and **Supplementary Figure 2**). These results indicate that ALX-5407 synergizes with rapamycin to exert significantly enhanced protective effects on allografts.

**Figure 3:**
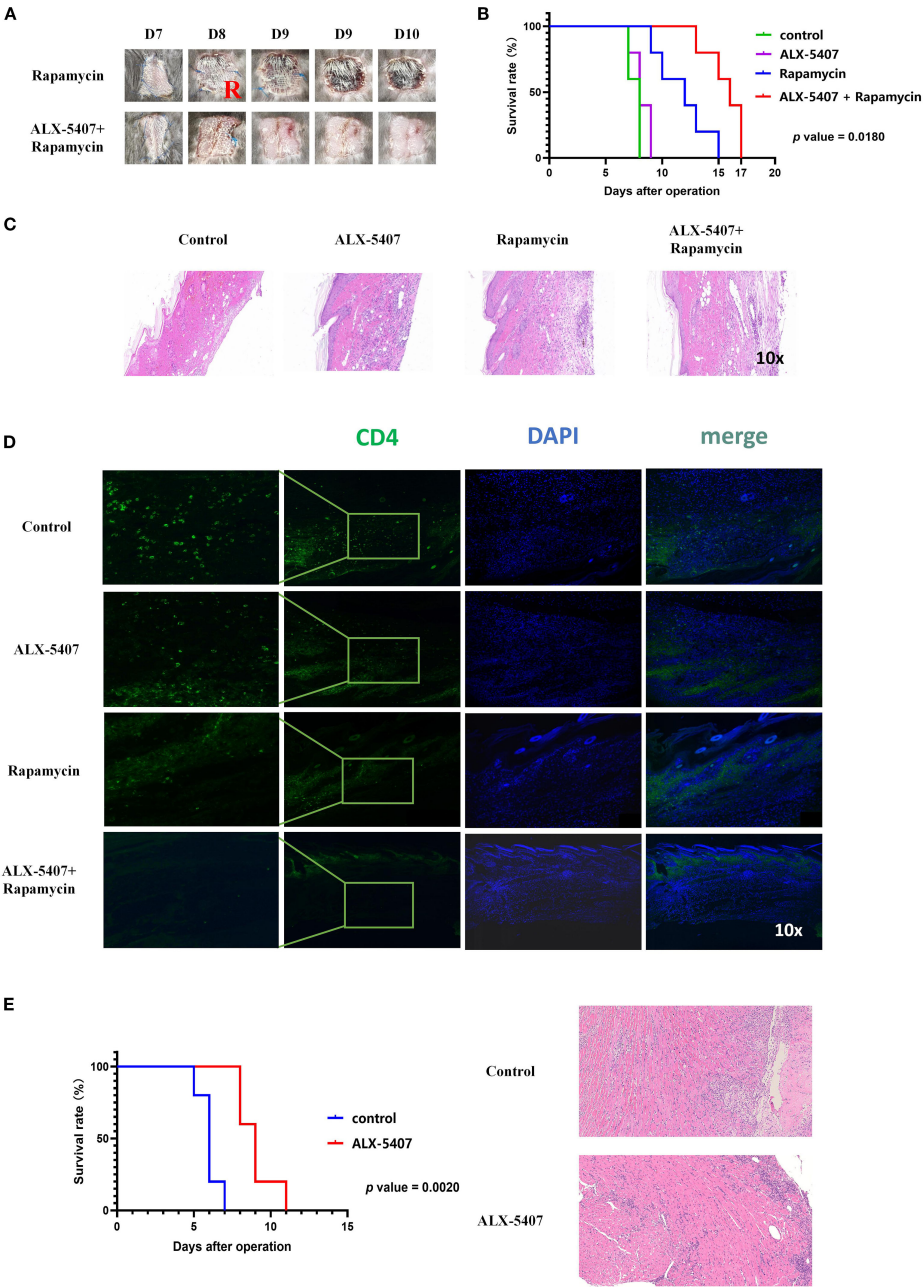
ALX-5407 combined with rapamycin effectively prolonged skin allograft survival in mice. BALB/C mouse skin was transplanted onto the backs of C57BL/6 mice, which were randomly divided into two groups: the rapamycin group and the ALX-5407+ rapamycin group. Starting from the day of surgery, the mice in each group were administered daily intraperitoneal injections of rapamycin (50 mg/kg) alone or rapamycin (50mg/kg) combined with ALX-5407 (100mg/kg). Grafts were photographed daily to assess rejection **(A)**, and survival curves were plotted **(B)**. On postoperative day 7, five mice from each group were randomly selected, euthanized, and their transplanted skin was collected for histological examination using HE staining **(C)** to evaluate rejection and immunofluorescence staining **(D)** to assess the infiltration of CD4^+^T cells in the grafts and the mean fluorescence intensity of CD4 expression within each group was analyzed using ImageJ (n=5). Using the cuff technique, cardiac allografts from BALB/c donor mice were heterotopically transplanted into the cervical region of C57BL/6 recipient mice, which were then randomly allocated into four groups: control (no treatment), ALX-5407 (100 mg/kg daily), rapamycin (50 mg/kg daily), and ALX-5407 plus rapamycin (100 mg/kg and 50 mg/kg daily, respectively). Beginning on the day of surgery, mice received daily intraperitoneal injections of the designated treatments, and graft rejection was assessed through daily photographic documentation, and survival curves were plotted **(E)**. On postoperative day 7, five mice from each group were randomly selected, euthanized, and their transplanted heart was collected for histological examination using HE staining **(E)** to evaluate rejection. Statistical differences between groups were analyzed using the ANOVA test and T-test. (n =5).

Based on the above skin transplantation results, to further clarify the impact of ALX-5407 on solid organ transplantation, we established a mouse allogeneic heart transplantation model for validation. Experimental data demonstrated that the survival time of the transplanted heart in the ALX-5407 treatment group was significantly prolonged compared with the control group, with a statistically significant difference (**Figure 3E**, p=0.0020). Pathological analysis of the transplanted heart tissue collected on post-transplantation day 7 revealed that, compared with the control group, the structural integrity of the transplanted heart in the ALX-5407 treatment group was significantly improved, and the degree of inflammatory cell infiltration was notably reduced (**Figure 3E**).

### 3.4 ALX-5407 attenuates Th1-driven rejection by modulating splenic immune responses

To investigate the mechanisms underlying the protective effects of ALX-5407 combined with rapamycin on allografts, we performed flow cytometry analysis on splenocytes from skin-grafted mice at postoperative day 7 (gating strategy shown in **Supplementary Figure 1**). No significant differences were observed among groups in splenocyte viability, CD4^+^/CD8^+^ T cell ratios, or CD4^+^/CD8^+^ T cell proportions (**Figure 4A**). Notably, the proportion of CD4^+^IFN-γ^+^ T cells was reduced in all treatment groups compared to controls, with the most pronounced reduction in the combination group (**Figure 4B**). A parallel reduction was observed in CD8^+^IFN-γ^+^ T cell frequencies. Furthermore, combination therapy significantly reduced activation marker expression (CD25, CD44, CD69 MFI) in both CD4^+^ and CD8^+^ T cells (**Figures 4C, D**). These findings demonstrate that ALX-5407 and rapamycin synergistically suppress Th1 polarization while attenuating T cell activation.

**Figure 4:**
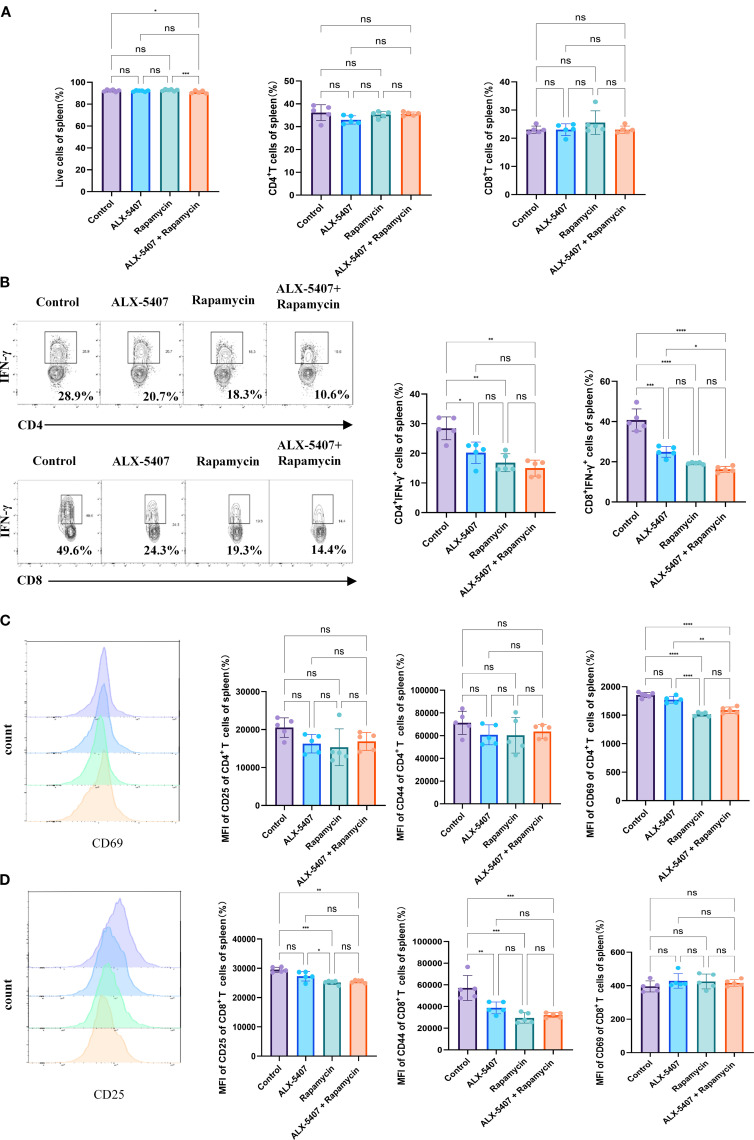
ALX-5407 improves graft survival by inhibiting the proportion and function of Th1 cells in skin-transplanted mice. Skin from BALB/C mice was transplanted onto the backs of C57BL/6 mice, which were randomly divided into four groups: a control group, an ALX-5407 group, a Rapamycin group, and an ALX-5407 + Rapamycin group. Daily intraperitoneal injections of the respective drugs were administered post-surgery according to the group assignments. On day 7 after transplantation, the mice were euthanized, and their spleens and peripheral blood were collected for flow cytometry analysis. The proportions of CD4^+^T cells and CD8^+^T cells in the spleen **(A)** and the proportions of CD4^+^ IFN-γ^+^ T cells and CD8^+^ IFN-γ^+^ T cells, along with their mean fluorescence intensity **(B)**, were detected. Additionally, the expression levels of CD25, CD44, and CD69 were measured to assess T cell functionality **(C, D)**. Differences between groups were analyzed using ANOVA test. (n =5; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 ns:no significance).

To determine whether ALX-5407 impacts other T cell subsets, we analyzed regulatory T cells (Tregs) and Th17 cells, which showed no significant intergroup differences (**Supplementary Figure 3**). Analysis of broader immune populations, including B cells, NK cells, macrophages, dendritic cells, and myeloid-derived suppressor cells, revealed no treatment-associated alterations. Collectively, these data indicate that the anti-rejection efficacy of ALX-5407 combined with rapamycin primarily stems from coordinated inhibition of Th1 differentiation and functional activity.

### 3.5 ALX-5407 suppresses Th1 cell differentiation via apoptosis induction

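RNA sequencing data were analysed for 6 cultures of CD4+ T cells isolated from mouse spleens, activated and grown under Th1 conditions, the cytokine environment that directs these cells toward IFN-γ production. In 3 cultures the medium held ALX-5407, an inhibitor of the glycine transporter GlyT1, at 500 nM, and in the other 3 it held vehicle (0.1% DMSO). The paper's methods give an exposure of 24 h, whereas the sample labels give 72 h, the whole time in culture. The methods describe depletion of ribosomal RNA, whereas the labels describe capture of polyadenylated RNA on beads, and the counts do not record which was used. Ribosomal RNA genes held between 0.15% and 0.239% of the counts of each library. The authors deposited the number of reads counted on each gene, without normalization, with Ensembl identifiers and GRCm38 coordinates. The aligner, the counting program and the use of strand are not named in the paper's text, so genes with overlapping exons or near-identical copies are reported as uncertain. The total counts of the Th1 cultures were 33432304, 32518060 and 30801753, with a median of 32518060. In the ALX-5407-treated cultures they were 34735568, 36727788 and 34142475, with a median of 34735568. Of the 54532 genes listed, 26068 had no count in any library and 15938 passed edgeR's filterByExpr and were tested. Library sizes were scaled by the TMM method, and groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested. A DEG had an adjusted p-value under 0.05 and an absolute log2 fold change over 1, as in the paper's methods. The biological coefficient of variation was 0.0978. Pearson's correlation of log-transformed CPM between libraries, taken across genes, was 0.988 to 0.991 within the groups and 0.965 to 0.97 between them. The first principal component held 62.5% of the variance and separated the groups. With 3 cultures in each group, an exact permutation test of a single gene cannot give a p-value under 0.1, so the p-values come from models fitted across all genes.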

To investigate the mechanism by which ALX-5407 inhibits Th1 differentiation, we performed RNA sequencing (RNA-seq) on ALX-5407-treated Th1 cells and conducted KEGG/GO enrichment analyses compared to untreated controls (**Figures 5A, B**). The results revealed significant upregulation of the PI3K-AKT-mTOR pathway and downregulation of the MAPK pathway in ALX-5407-treated cells, which were further validated by Western blot analysis (**Figures 5C–E**). 

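The gene lists used for both pathways were compiled from general knowledge of their members before the data were examined, and they are not the KEGG gene sets of Fig. 5B. The PI3K-AKT-mTOR list held 340 genes, of which 230 were tested. Of these, 16 were up-regulated DEGs where 7.73 were expected from the share among all genes tested, a ratio of 2.07 (one-sided Fisher's exact test, p = 0.00493, and 0.0247 with Benjamini-Hochberg adjustment over 30 lists). Down-regulated DEGs numbered 12 where 15.4 were expected. The list's median log2 fold change was 0.078, with 130 genes above 0 and 100 below. In limma's camera test, which compares a list with all other genes tested, this shift had an adjusted p of 0.326. Single genes at an adjusted p-value under 0.05 over all genes tested numbered 84 higher and 50 lower, and 85 and 52 when adjusted over the list alone. At this fold change threshold the enrichment lay in the ligands, receptors and matrix genes of the list, with 11 up-regulated DEGs among 90 genes where 3.03 were expected (one-sided Fisher's exact test, p = 0.000211). Among the 140 core signalling genes, 5 were up-regulated DEGs where 4.71 were expected (p = 0.51 from the same exact test). Without that threshold, 58 of the core genes were higher and 27 lower at an adjusted p-value under 0.05, against 26 higher and 23 lower of the ligands, receptors and matrix genes. With the second Th1 replicate left out, the ratio over the whole list was 1.27 (one-sided Fisher's exact test, p = 0.283). The up-regulated gene with the smallest p-value was Cdk6 (chromosome 5, 3341485 to 3531008), at 251 ± 10.9 CPM in Th1 cells and 558 ± 22.9 CPM with ALX-5407 (SD, n = 3 each). Its log2 fold change was 1.16 (standard error 0.071, adjusted p = 4.03e-09 from edgeR's quasi-likelihood test). Spp1, Ccne1, F2r, Fgf13, Sgk3, Il2 and Gng7 had log2 fold changes from 1.03 to 1.60. Tlr4 (3.88) and Thbs1 (2.28) rose further, from means of only 24.7 and 29.8 counts. With 1 replicate left out, Tlr4 ranged from 3.29 to 8.48 and Thbs1 from 1.85 to 3.27. The size of the Tlr4 change is thus uncertain, as its Th1 counts were 0, 0 and 8. Among the kinase genes themselves, Pik3cd rose by 0.76, Mtor by 0.51, Pik3ca by 0.42 and Pik3cb by 0.40 on the log2 scale, all with adjusted p-values of 0.0183 or less in edgeR. Pik3r1 did not differ beyond the replicate spread (log2 fold change 0.0094, adjusted p = 0.945 from edgeR).
The MAPK list held 299 genes, of which 225 were tested. Down-regulated DEGs numbered 21 where 15 were expected, a ratio of 1.40 (one-sided Fisher's exact test, p = 0.0752, and 0.376 with Benjamini-Hochberg adjustment over the lists), and up-regulated DEGs numbered 7 where 7.57 were expected. The 15 expected came from all genes tested, where 514 of the 1064 down-regulated DEGs were not protein-coding. Against protein-coding genes alone, fewer would be expected. The median log2 fold change of the list was 0.039 (camera, adjusted p = 0.546). Over all genes tested, 53 genes of the list were lower and 64 higher at an adjusted p-value under 0.05, against 55 and 65 adjusted over the list alone. With the DEGs of DESeq2, the ratio was 1.61 (one-sided Fisher's exact test, p = 0.0214), and without the second Th1 replicate it was 1.58 (p = 0.0289 from the same exact test). Of the 21 genes, 10 were among 60 ligands, receptors and channels, where 4.01 were expected (one-sided Fisher's exact test, p = 0.00599), and 11 were among 165 core genes, where 11 were expected (p = 0.547 from the same exact test). Pak1 (chromosome 7, 97788541 to 97912381) went from 52.3 ± 4.55 to 18.0 ± 1.94 CPM (SD, n = 3 each), a log2 fold change of -1.54 (standard error 0.0995, adjusted p = 7.03e-09 from edgeR). Dusp16, Mapk8ip3, Fasl, Map3k20, Egfr, Hspb1 and Pla2g4f had log2 fold changes from -3.54 to -1.02. Hspa1a and Hspa1b were also lower, but their sequences are nearly identical and their counts are uncertain. The JNK genes Mapk8 and Mapk9 had log2 fold changes of -0.24 (adjusted p = 0.0462 from edgeR) and 0.0019 (adjusted p = 0.986 from edgeR).
From the GO and KEGG enrichment of the DEGs (Fig. 5A, B) and the Western blots of both pathways (Fig. 5C-E), the paper concludes that ALX-5407 up-regulated the PI3K-AKT-mTOR pathway and down-regulated the MAPK pathway. As both pathways regulate apoptosis, the paper then measured apoptosis in treated cells.

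**Figure D1:**
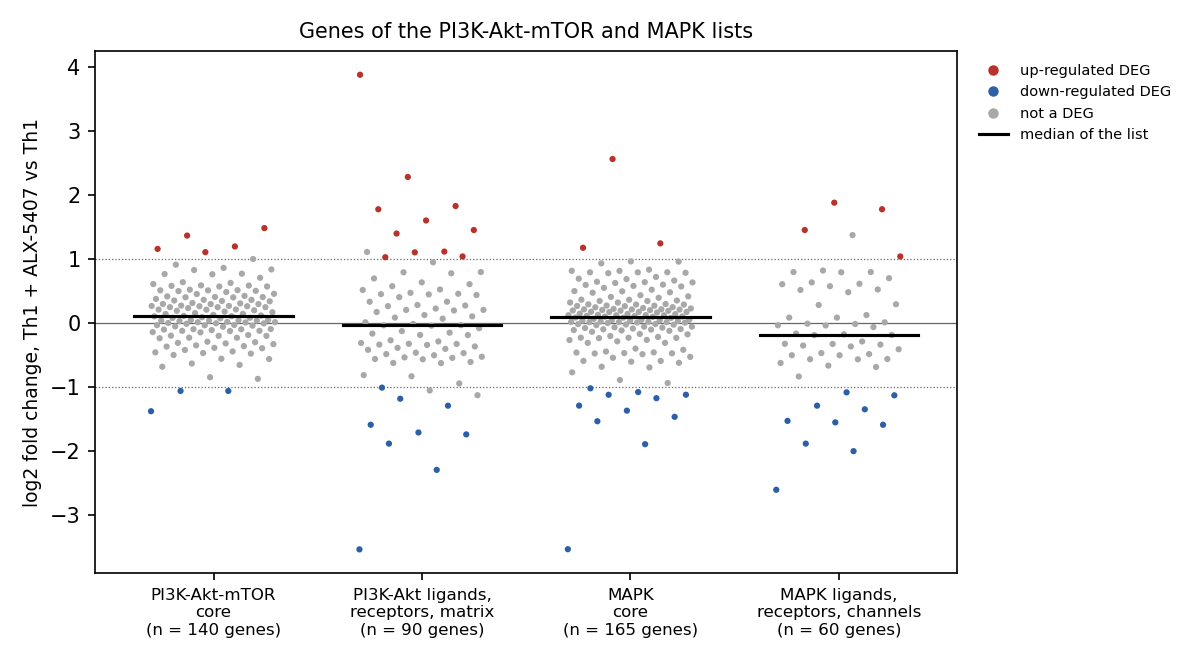
Log2 fold change (ALX-5407-treated against untreated Th1 cells, y axis) of each tested gene of the core and of the ligand and receptor parts of the PI3K-AKT-mTOR and MAPK lists. Coloured points are DEGs, dotted lines mark a log2 fold change of 1 in either direction, and the black bars are medians, at 0.11 and -0.038 for the PI3K-AKT-mTOR parts and 0.094 and -0.19 for the MAPK parts.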

Given the critical roles of PI3K-AKT-mTOR and MAPK pathways in apoptosis regulation, we assessed apoptotic activity in ALX-5407-treated cells. Apoptosis was significantly increased in the ALX-5407 group (**Figure 5F**), with Western blot confirming elevated levels of cleaved caspase-3 and reduced expression of the anti-apoptotic protein BCL-2 (**Figure 5D**) (21, 22). These findings suggest that ALX-5407 reduces the Th1 cell population by inducing cellular apoptosis.

**Figure 5:**
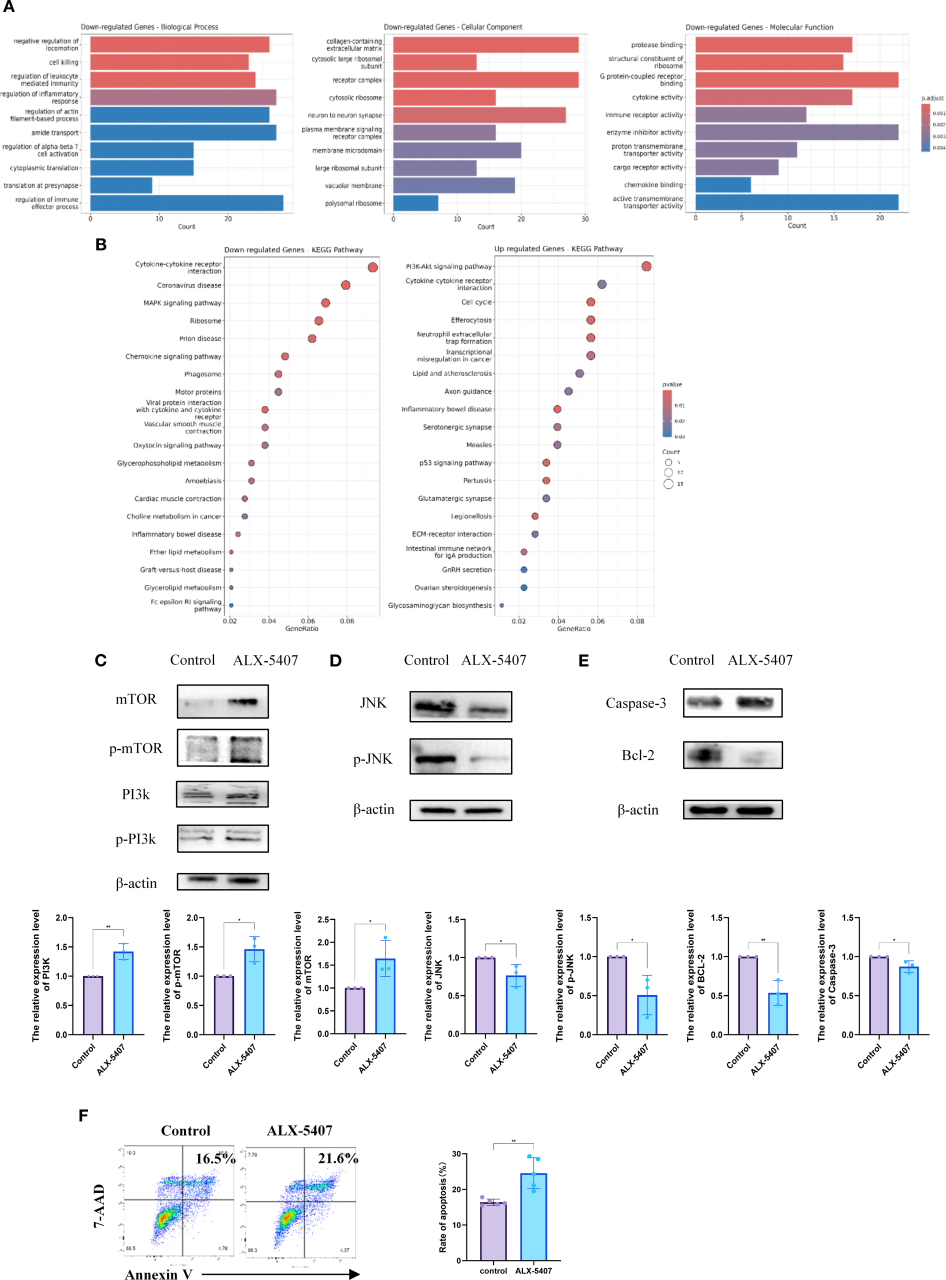
ALX-5407 inhibits Th1 cell differentiation by downregulating the MAPK pathway and increasing cell apoptosis. Magnetic bead separation was used to isolate CD4^+^T cells from the spleens of C57BL/6 mice, which were then treated with ALX-5407 (500 nM) in culture medium. The CD4^+^T cells were activated and cultured under Th1 conditions for three days, with the control group serving as a reference. After three days, RNA was extracted from the cells and subjected to RNA-sequencing. Functional analysis was performed using the GO database **(A)** and KEGG pathway enrichment **(B)** to identify differentially expressed genes and enriched pathways. Protein was extracted from the cells for Western blot analysis to detect differences in protein expression and the relative expression levels of the protein were compared between the two groups (n=3). **(C–E)**. Additionally, flow cytometry was used to detect differences in cell apoptosis between groups (n=5) **(F)**. Statistical differences between groups were analyzed using the T-test. (*p < 0.05, **p < 0.01 ns:no significance).

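Lists compiled in the same way covered cytosolic ribosomal proteins, cytokines with their receptors and p53 targets, which are terms of Fig. 5A and B, and histones, which belong to neutrophil extracellular trap formation in Fig. 5B. Each of the 78 ribosomal protein genes had a log2 fold change below 0, with a median of -0.51 (camera, adjusted p = 1.61e-14). At an adjusted p-value under 0.05, 72 were lower over all genes tested and 73 when adjusted over the list alone, and 0 were higher, also at an unadjusted p under 0.05. Most of these changes were smaller than the fold change threshold, so that 8 ribosomal protein genes were down-regulated DEGs where 5.21 were expected (one-sided Fisher's exact test, p = 0.148). The 5.21 expected came from all genes tested, and against protein-coding genes alone fewer would be expected. Without the fold change threshold, the ratio of observed to expected genes was 3.98 (p = 6.38e-39 from the same exact test). Rpl38 (chromosome 11, 114668524 to 114672331) went from 344 ± 58.9 to 132 ± 32.9 CPM (SD, n = 3 each), a log2 fold change of -1.38 (standard error 0.149, adjusted p = 1.55e-06 from edgeR's quasi-likelihood test). Rpl21, Rpl36a, Rpl23a, Rpl37a, Rpl36, Rps28 and Rps29 were the other DEGs, from -1.45 to -1.04. Ribosomal protein genes have processed pseudogenes whose reads the counting could have shared. The median was -0.46 for the 28 genes covered over 50% or more of their length by such copies and -0.61 for the 50 others. The 50 others also include genes with copies, such as Rpl21 (59 copies, 29.5% covered), so this split cannot exclude shared reads.
Among 119 tested genes for cytokines and their receptors, 23 were down-regulated DEGs where 7.94 were expected (one-sided Fisher's exact test, p = 3.28e-06, and 9.83e-05 with Benjamini-Hochberg adjustment over the lists). A further 9 were up-regulated DEGs where 4 were expected (p = 0.019, and 0.0713 after the same adjustment of the exact test). This second ratio was 2.25, and it was 0.945 without the third Th1 replicate (one-sided Fisher's exact test, p = 0.615). At an adjusted p-value under 0.05, 46 genes were lower and 31 higher over all genes tested, against 48 and 31 adjusted over the list alone. Il24 (chromosome 1, 130882074 to 130887454) decreased from 222 ± 12.7 to 66.0 ± 3.59 CPM (SD, n = 3 each), a log2 fold change of -1.75 (standard error 0.0755, adjusted p = 1.04e-10 from edgeR). Tnfsf4, Il3, Il23r and Ccr6 fell further, with log2 fold changes from -3.54 to -2.04, Tnfrsf25, Ccr2, Il1rl1 and Ccr4 had -1.24 to -1.04, and Il10 rose by 1.19.
Of 36 histone genes tested, 9 were up-regulated DEGs where 1.21 were expected (one-sided Fisher's exact test, p = 2.15e-06), and 0 were lower at an adjusted or unadjusted p under 0.05. At an adjusted p-value under 0.05, 12 were higher over all genes tested and 11 adjusted over the list alone. Without the fold change threshold the ratio went from 7.43 to 1.36 (p = 0.15 from the same exact test). Most histone transcripts carry no poly(A) tail, so their counts depend on how RNA was selected. The 34 tested targets of p53 had a median log2 fold change of 0.12 (camera, adjusted p = 0.185, and 0.00124 under limma's fry test). At an adjusted p-value under 0.05, 13 were higher and 5 lower over all genes tested and over the list alone. Up-regulated DEGs numbered 3 where 1.14 were expected (one-sided Fisher's exact test, p = 0.105).

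**Figure D2:**
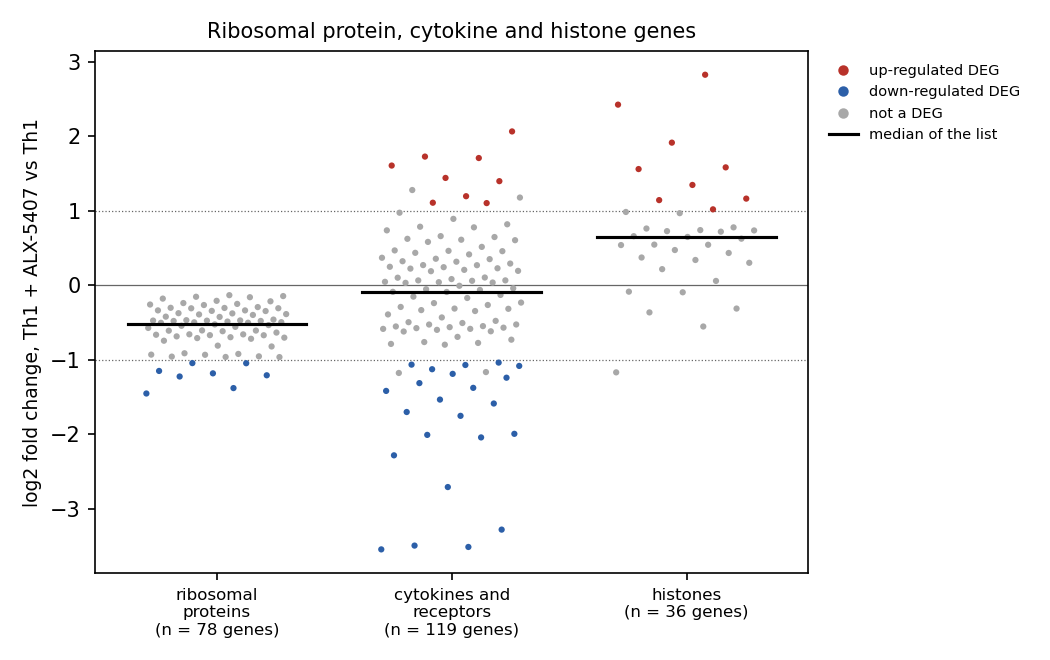
Log2 fold change (ALX-5407-treated against untreated Th1 cells, y axis) of each tested gene for cytosolic ribosomal proteins, cytokines and their receptors, and histones. Coloured points are DEGs, dotted lines mark a log2 fold change of 1 in either direction, and the black bars are medians, at -0.51, -0.090 and 0.65.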

Notably, PI3K-AKT-mTOR pathway activation promotes T cell proliferation and differentiation, potentially explaining the limited efficacy of ALX-5407 monotherapy. Combining ALX-5407 with the mTOR inhibitor rapamycin partially counteracted mTOR pathway activation induced by ALX-5407, resulting in a synergistic enhancement of Th1 suppression (1 + 1>2 effect).

## 4 Discussion

The solute carrier (SLC) superfamily comprises over 65 subfamilies (SLC1-SLC65) and 400+ members with conserved structural features, functioning as transmembrane transporters for ions, metabolites, and pharmaceuticals (23–25). CD4^+^ Th1 cells play a pivotal role in transplant rejection, undergoing metabolic reprogramming with enhanced metabolic activity upon activation and Th1 differentiation (26). SLC family proteins critically participate in these processes and represent promising therapeutic targets for T cell modulation.

GlyT1(SLC6A9), predominantly expressed on neuronal cells, regulates glycine concentrations in neuronal somata and synaptic clefts, and has been explored for neuropsychiatric therapeutics (27–30). Its role in CD4^+^T cell biology remains unclear. Our RNA-seq analysis revealed significant upregulation of GlyT1 during Th0-to-Th1 differentiation, showing the most pronounced expression changes among screened SLC members, thus identifying GlyT1 as our research focus.

Glycine functions as a multifunctional metabolic hub, where its intracellular depletion reduces one-carbon unit availability, thereby limiting S-adenosylmethionine (SAM) biosynthesis (31). This deficiency exerts dual consequences: (1) Diminished provision of C4/C5/N7 atoms essential for purine ring formation impairs thymidylate synthesis, depleting DNA replication substrates and ultimately causing cell cycle arrest with reduced proliferative capacity (32); (2) Compromised methyl donor supply directly disrupts lineage-specific transcriptional programs (attenuated histone modification at the Tbx21 locus), altering epigenetic regulation in CD4^+^T cells (33–35). Concurrently, glycine deficiency inhibits glutathione (GSH) biosynthesis, promoting mitochondrial reactive oxygen species (ROS) accumulation in CD4^+^T cells (36). The inherently low antioxidant capacity in differentiating cells subsequently triggers apoptosis. Experimental GlyT1 inhibition recapitulated this pathophysiology, reducing intracellular glycine and resulting in: elevated caspase-3, suppressed BCL-2, increased CD4^+^T cell apoptosis, and impaired Th1 differentiation. These findings confirm glycine’s critical role in CD4^+^ T cell metabolism and demonstrate that targeting its metabolic flux induces functional reprogramming. Notably, in transplantation models, GlyT1 inhibition significantly reduced IFN-γ production in splenic CD8^+^ T cells-a pivotal cytotoxic T lymphocyte (CTL) effector molecule-suggesting parallel mechanisms may attenuate allograft damage, indicative of ALX-5407’s broader immunomodulatory potential.

However, unlike previous reports, CD4^+^T cell proliferation remained unaffected. 

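Cell cycle and glycolysis genes were compared between ALX-5407-treated and untreated Th1 cells in the RNA-seq counts. Of 107 cell cycle genes tested, 80 had a log2 fold change above 0, and the median was 0.38 (camera, adjusted p = 7.03e-07). At an adjusted p-value under 0.05, 63 were higher and 13 lower over all genes tested, against 65 and 14 adjusted over the list alone. Up-regulated DEGs numbered 10 where 3.6 were expected (one-sided Fisher's exact test, p = 0.00323, and 0.0194 with Benjamini-Hochberg adjustment over the lists), and 0 were down-regulated DEGs, with 14 lower at an unadjusted p under 0.05. Rrm2 (chromosome 12, 24708241 to 24714146) increased from 59.9 ± 3.89 to 172 ± 12.2 CPM (SD, n = 3 each), a log2 fold change of 1.52 (standard error 0.079, adjusted p = 5.85e-10 from edgeR's quasi-likelihood test). Mcm2, Cdt1, Espl1, Cdkn2c and Wee1 had log2 fold changes from 1.08 to 1.31, and Cdkn2a (2.47) and Cdkn1c (2.07) rose from means of only 41.7 and 13.7 counts. With 1 replicate left out, Cdkn2a ranged from 2.12 to 2.88 and Cdkn1c from 1.47 to 3.23.
The glycolysis list held 27 genes, all tested, with a median log2 fold change of -0.15 (camera, adjusted p = 0.185). At an adjusted p-value under 0.05, 12 genes were lower and 3 higher over all genes tested, against 13 and 5 adjusted over the list alone. The 3 higher genes were Hk2 (log2 fold change 0.62), Slc16a1 (0.61) and Bpgm (0.32), named after their values were seen. Gapdh and Eno2 were the DEGs of the list. Eno2 decreased from 33.4 ± 0.92 to 16.3 ± 0.751 CPM (SD, n = 3 each), a log2 fold change of -1.04 (standard error 0.0896, adjusted p = 1.44e-07 from edgeR). Gapdh had a log2 fold change of -1.97 (standard error 0.162, adjusted p = 8.76e-08 from edgeR), but its reads can be shared with 160 pseudogene copies, and the summed counts of Gapdh and these copies fell by 1.39 on the log2 scale. Among Reactome sets, Glycolysis (27 genes) had a median of -0.15 (camera, adjusted p = 0.172, and 0.0431 under fry). The set mTOR signalling (26 genes) had a median of -0.016 (camera, adjusted p = 0.933, and 0.73 under fry). PI3K/AKT activation (60 genes) had a median of 0.091 (camera, adjusted p = 0.168, and 0.00707 under fry, over 660 sets).

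**Figure D3:**
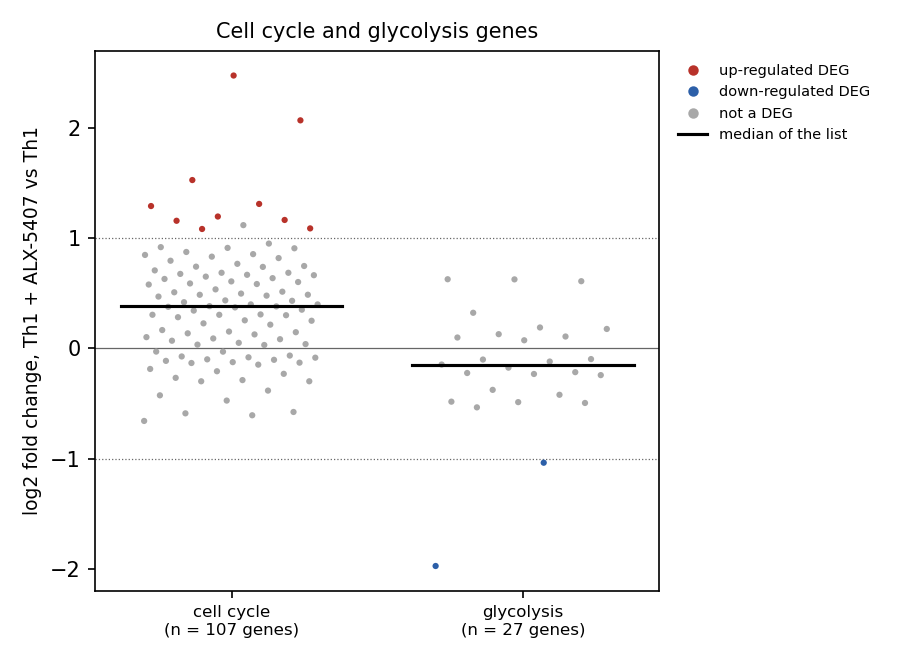
Log2 fold change (ALX-5407-treated against untreated Th1 cells, y axis) of each tested gene of the cell cycle and glycolysis lists. Coloured points are DEGs, dotted lines mark a log2 fold change of 1 in either direction, and the black bars are medians, at 0.38 and -0.15.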

RNA-seq analysis revealed compensatory PI3K-mTOR hyperactivation driving enhanced glycolysis to sustain proliferation. However, this metabolic adaptation simultaneously increased ROS generation and suppressed GSH synthesis, ultimately activating a ROS-BCL-2 axis that establishes the paradoxical “sustained proliferation with accelerated apoptosis” phenotype through failed homeostatic adaptation.

Current conventional immunosuppressive regimens, including glucocorticoids, calcineurin inhibitors (CNIs), mycophenolate mofetil (MMF), and mTOR inhibitors, exhibit notable cytotoxicity and potent immunosuppressive effects that increase risks of malignancies, infections, and systemic toxicities (37–39). This underscores the need for adjuvant immunosuppressive agents with reduced cytotoxicity that can potentiate conventional therapies while maintaining anti-rejection efficacy. Our findings demonstrate that ALX-5407 monotherapy in murine skin transplantation models showed marginal extension of graft survival compared to controls, though without statistical significance (p>0.05). Given ALX-5407’s demonstrated inhibition of Th1 differentiation *in vitro*, we investigated its combinatorial use with rapamycin. The combined regimen significantly prolonged allograft survival compared to either agent alone (p=0.018), with concomitant suppression of Th1 cell proportions in splenic tissues and CD4^+^ T cell infiltration in grafts. This synergistic effect suggests mutual potentiation between ALX-5407 and rapamycin. Mechanistic analysis revealed that ALX-5407 monotherapy induced paradoxical upregulation of the PI3K-Akt-mTOR pathway, which is a critical promoter of CD4^+^T cell proliferation/differentiation, potentially explaining its limited standalone efficacy. Crucially, rapamycin coadministration suppressed this feedback activation of mTOR, providing a plausible mechanism for the enhanced anti-rejection effects. This therapeutic strategy establishes a novel paradigm for developing adjuvant immunosuppressants through pathway complementarity (40–42).

Our preliminary evidence suggests ALX-5407 may suppress Th1 differentiation partially through apoptosis induction. Future studies will elucidate its precise molecular targets and optimize its anti-rejection efficacy through mechanism-based engineering.

## 5 Conclusion

GlyT1 serves as a metabolic checkpoint during Th1 differentiation. Targeting GlyT1 with ALX-5407 reduces Th1 polarization and prolongs allograft survival, likely through apoptosis induction. These findings position ALX-5407 as a novel immunomodulatory agent warranting further development in combination therapies for transplant rejection.

## Data Availability

Bulk RNA-seq data used in the generation of **Figures 1** and **5** are available through Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession GEO: GSE307193. The original contributions presented in the study are included in the article/**Supplementary Material**. Further inquiries can be directed to the corresponding authors.

How the deposited data were processed for this re-analysis (not part of the article)

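The RNA sequencing experiment covered 6 cultures of mouse CD4+ T cells under Th1 conditions, 3 with vehicle and 3 with 500 nM ALX-5407. The grouping and the replicate numbers were taken from the sample labels and the dose from the paper. The RNA sequencing of Fig. 1 and the other experiments of the paper (flow cytometry, quantitative PCR, Western blots and transplantation) were not analysed here.

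The authors deposited raw counts, the whole number of reads counted on each of 54532 genes in each library, with no normalization and without pooling of replicates. The file also gives gene names, GRCm38 coordinates and gene lengths. Of the gene identifiers, 54495 are in GENCODE M21, and 98.3% of those have the same start and end there. Annotation facts (exons, pseudogenes, GC content) were taken from GENCODE M21 on GRCm38. The paper's text names DESeq2 and clusterProfiler but no aligner, counting program or annotation release. How reads that map to several places were treated is therefore not known, and this affects genes with close copies, such as ribosomal protein genes, Gapdh and the mitochondrial genes.

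From the counts, the following was computed. edgeR 4.0.16 in R 4.3.3 was run with filterByExpr at its default settings (a minimum count of 10 scaled to library size and a minimum total of 15), TMM normalization and the quasi-likelihood F test, with Benjamini-Hochberg adjustment over the 15938 genes tested. Standard errors of log2 fold changes were obtained from the fold change and the square root of its F statistic. CPM values use library sizes scaled by TMM factors, which lay between 0.965 and 1.03. Gene lists were tested by camera in limma 3.58.1 (inter-gene correlation preset to 0.01, prior count 2), two-sided, with Benjamini-Hochberg adjustment over 30 lists written before the data were examined. A one-sided Fisher's exact test compared the DEGs of each list with all genes tested. Genes that are not protein-coding were among these and held 514 of the 1064 down-regulated DEGs. The number of down-regulated DEGs expected is thus higher than against protein-coding genes alone, a background that was not tested. The lists were compiled from general knowledge, so their members differ from those of the KEGG and GO sets of the paper. Of 1457 Reactome sets that come with fgsea 1.28.0, the 660 with 15 to 500 tested genes were tested in the same way. In fry, the ribosomal protein, cell cycle, amino acid response, interferon response, glycine and one-carbon, sterol, histone, pro-apoptotic and Th17 lists all kept adjusted p-values under 0.05. With a correlation estimated from the data in place of the preset, no list had an adjusted p-value under 0.05, and the lowest was 0.19. No tested gene of any list had 3 counts or fewer in all libraries of a group.

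Depth was similar in the groups, from 30801753 to 36727788 counts per library, and the 10 most abundant genes held 6.61% to 7.71% of them. At this depth, genes with a mean under 50 counts have wide errors, and 725 of the 1600 DEGs are of that kind. Replicates of a group differed by more than sampling noise (chi-square over degrees of freedom from 5.67 to 22.9), so each library was counted as a replicate of its own. The labels give no sequencing date or batch.

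The edgeR and list procedures were tested on simulated counts with the means and library sizes of the real libraries. Of 195 genes with a known change that passed the filter, 185 were called (94.9%), 0 of them in the wrong direction, along with 7 unchanged genes. Among those with a mean of 50 counts or more, 155 of 156 were called. None of 50 random lists reached an adjusted p-value under 0.05. Genes were drawn independently, only 200 were changed, and the random lists held unchanged genes. This simulation therefore cannot show how often camera calls lists of correlated genes falsely in the real libraries.

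The genes named in the text follow a rule set before the data were examined. They are the genes the paper names or measures, the 5 up-regulated and 5 down-regulated DEGs with the largest fold changes among those with a mean of at least 50 counts and no overlap between groups, and up to 10 DEGs with the smallest p-values in each list at a claim. Any other gene is said to have been chosen after its values were seen, apart from the genes that overlap Slc6a9 and the markers of other cell types. Those markers come from lists written before the data were examined, but which of them are named was not set by this rule. The result for 1 gene the paper measures is not reported here. Alternatives also set before the data were examined were other normalizations, DESeq2 1.42.0, limma-voom, other filters and thresholds, a replicate block with and without GC and length terms, protein-coding genes alone, parts of the pathway lists, and each replicate left out in turn. BLAST 2.17.0 was used to find processed pseudogenes that match coding genes at 95% identity or more. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.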

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

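The comparison of the amino acid response list with the cell cycle list was chosen only after these results were seen. The other tests of this part were set before their outcomes were known, but which lists are given here was decided from their results. Each result below is a rise in ALX-5407-treated Th1 cells over the untreated cultures. The paper does not report these genes from these data, apart from histones, which belong to neutrophil extracellular trap formation in Fig. 5B.

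Genes of the amino acid response, a list of 47 targets of the transcription factor ATF4 of which 46 were tested, had a median log2 fold change of 0.597 (camera, Benjamini-Hochberg adjusted p = 1.13e-08). Of these, 36 were higher and 5 lower at an adjusted p-value under 0.05 over all genes tested, against 36 and 6 adjusted over the list alone. The up-regulated DEGs were Slc7a11, Slc7a3, Slc7a5, Trib3, Sesn2, Cth, Slc6a9, Asns and Slc1a4, with log2 fold changes from 1.13 to 2.31, of which Trib3, Sesn2, Cth and Asns were named after their values were seen, as were the next 3 genes. The mRNA of Atf4 itself had a log2 fold change of -0.69, Ddit3 of -0.47 and Ppp1r15a of -0.47, so not all of the list rose. Taking out a trend on gene length left a median of 0.608, and taking out a trend on GC content left 0.578, which argues against either trend as the cause. In each ALX-5407 library the list lay further above the Th1 mean than the cell cycle list did, by 0.231 on average. The Reactome sets DNA strand elongation and Activation of the pre-replicative complex, however, rose as far as the list, with medians of 0.63 and 0.67. The larger sets DNA Replication (98 genes) and S Phase (116 genes) rose less, with medians of 0.31 and 0.30. As these sets differ, a larger share of dividing cells and a response of its own cannot be told apart for this list. 1 of the 10 splits of the 6 samples gave a median as far from 0, the smallest number that 3 samples against 3 allow. A hypothesis is that blocking glycine uptake may trigger the transcriptional response to amino acid shortage in these cells. It was found and tested on the same data, and the glycine content of the cells was not analysed here.

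Slc6a9, the gene of the inhibitor's target GlyT1, had a log2 fold change of 1.3522, higher in 3 of 3 treated cultures than in any untreated culture, and it is a member of both the amino acid response list and the glycine list. Each replicate left out in turn gave 1.18 to 1.44. Genes on the opposite strand overlap it, but their summed counts changed by 0.0019 on the log2 scale, which argues against their reads as the source of the rise. A rise of the transporter's mRNA may be part of the same response to amino acid shortage as that of the other amino acid transporters. This remains a hypothesis, since transporter protein was not analysed here.

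Glycine and one-carbon metabolism genes had a median log2 fold change of 0.4408 (37 tested, camera adjusted p = 2.54e-05), with 24 higher and 3 lower at an adjusted p-value under 0.05 (25 and 3 adjusted over the list alone). This list shares members with the amino acid response list. Interferon response genes had a median of 0.404 (41 tested, camera adjusted p = 9.68e-06), with 27 higher and 2 lower (28 and 2 adjusted over the list alone), while Ifng itself had a log2 fold change of -0.79. The larger Reactome sets Interferon Signaling (99 genes, median 0.14, camera adjusted p = 0.475) and Interferon gamma signaling (72 genes, median 0.17, camera adjusted p = 0.396) did not pass the threshold in camera, though both did under fry (adjusted p = 0.0171 and 0.0196), so the rise depends on which genes are counted. Sterol biosynthesis genes had a median of 0.4688 (23 tested, camera adjusted p = 1.66e-05), with 18 higher and 1 lower (19 and 1 adjusted over the list alone) and 0 DEGs, so each change was small. Histone genes had a median of 0.6532 (36 tested, camera adjusted p = 0.00218), with 12 higher and 0 lower (11 and 0 adjusted over the list alone). Pro-apoptotic genes had a median of 0.1648 (30 tested, camera adjusted p = 0.0335), with 12 higher and 3 lower over all genes tested and over the list alone. With trends on gene length and GC content taken out together, the medians were 0.395 for glycine and one-carbon metabolism, 0.352 for interferon response, 0.428 for sterol biosynthesis, 0.813 for histone and 0.105 for pro-apoptotic genes. The first 4 of these lists passed the threshold in camera after this (adjusted p from 2.33e-05 to 0.000104), which argues against the trends as the whole cause of their rises. The pro-apoptotic list did not (adjusted p = 0.0753), so for it a rise and the trends cannot be told apart, as its median was too small to decide. The Reactome set Apoptosis (134 genes, median 0.11) was higher in camera (adjusted p = 0.0376). Intrinsic Pathway for Apoptosis (34 genes, median 0.11) did not pass the threshold (camera adjusted p = 0.0939). The trends were not taken out of these sets, so they cannot decide this either. With DESeq2 statistics the adjusted p was 0.0991 for the histone list and 0.0593 for the pro-apoptotic list. The pro-apoptotic list also lost its call among genes with at least 10 counts in every sample (median 0.15, adjusted p = 0.0551) and without Th1 replicate 3 (median 0.10, adjusted p = 0.0752). For each of these 5 lists, 1 of the 10 splits of the 6 samples gave a median as far from 0. Histone counts depend on how RNA was selected, on which the paper and the labels differ, so a change in histone RNA cannot be separated here from a change in the share captured. The other lists are open between direct effects of the inhibitor and a changed mix of cell states in culture, which was not tested for them.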

How the results depend on the processing

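All alternatives were set before the data were examined. Under other scalings (relative log expression, upper quartile), DESeq2, limma-voom, other filters on low counts and an unadjusted p-value, the number of DEGs lay between 1126 and 1775 against 1600, and between 65.2% and 71.4% of them were lower. The median log2 fold change of all genes was 0.0053 with TMM and -0.048 with upper-quartile scaling. The count was 7605 without a fold change threshold, where 48.6% were lower, and 995 with protein-coding genes only, as fewer genes were tested. Each replicate left out in turn gave 1425 to 1685 DEGs. 1 of the 10 splits of the 6 samples, the real one, gave as many DEGs.

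The replicate numbers did not pair the cultures, since the deviations of same-numbered cultures from their group means correlated at -0.0084, 0.0036 and 0.0635 across genes. A fit with a replicate block called 1575 DEGs, and with GC content and gene length added 1445. The block changed no call of the lists or named genes.

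The excess of up-regulated DEGs in the PI3K-AKT-mTOR list was 2.07-fold. It kept its call at 2.25 with DESeq2 (Fisher's exact p = 0.00299), 2.16 with relative log expression (Fisher's exact p = 0.0033), 1.93 at an unadjusted p-value (Fisher's exact p = 0.00941), 1.49 without a fold change threshold (Fisher's exact p = 3e-05) and 3.63 for ligands and receptors (Fisher's exact p = 0.000211). It was 1.71 among genes with at least 10 counts in every sample (Fisher's exact p = 0.0828), 1.06 for the core genes alone (Fisher's exact p = 0.51), and 1.27 to 2.13 across the 6 fits that each left out 1 replicate, with the lowest without Th1 replicate 2 (Fisher's exact p = 0.283). The list's median shift of 0.078 passed the threshold under fry (limma, adjusted p = 0.0151, against 0.206 to 0.669 over the other alternatives for the whole list), and the median was -0.038 for ligands and receptors alone. The excess of down-regulated DEGs in the MAPK list was 1.40-fold. It was 1.61 with DESeq2 (Fisher's exact p = 0.0214), 2.50 for ligands and receptors (Fisher's exact p = 0.00599), 0.999 for the core genes, 1.02 without a fold change threshold (Fisher's exact p = 0.473), and 1.11 to 1.58 with 1 replicate left out, past the threshold only without Th1 replicate 2 (Fisher's exact p = 0.0289). The median of this list, 0.039, was -0.19 for ligands and receptors alone, and 0.0056 without Th1 replicate 3 and 0.065 without Th1 replicate 1. The PI3K-AKT-mTOR call thus depends on Th1 replicate 2, and both calls on which parts of the list are counted.

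The ribosomal protein list (median -0.51) lost its call with an estimated correlation (camera adjusted p = 0.391), and so did the cell cycle list (median 0.38, camera adjusted p = 0.19). Both lists kept direction and call under the other alternatives that were run on the lists. The excess of ribosomal DEGs was 1.54-fold, 3.98 without a fold change threshold and 1.29 to 2.34 with 1 replicate left out, highest without ALX-5407 replicate 2, and 4 of these 6 fits passed the threshold. The cytokine list (median -0.090) passed it under fry (limma, adjusted p = 0.00269), with DESeq2 statistics its median was -0.095 (limma cameraPR, adjusted p = 0.0258), and the adjusted p was 0.154 to 0.391 under the others. Without Th1 replicate 1 this median was -0.15. The excess of its up-regulated DEGs was 1.89 with DESeq2 (Fisher's exact p = 0.0784), 1.60 with at least 10 counts in every sample (Fisher's exact p = 0.239), 1.06 without a fold change threshold (Fisher's exact p = 0.384), and 0.945 to 1.98 with 1 replicate left out. The lowest came without Th1 replicate 3, and only the fit without ALX-5407 replicate 2 kept the call (Fisher's exact p = 0.0498). The excess of its down-regulated DEGs kept its call under every alternative run. The histone excess was 1.36 without a fold change threshold (Fisher's exact p = 0.15) and 4.77 without Th1 replicate 2. Except for the parts of a list and the left-out replicates, the cause of these changes was not tested.

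Values near 0 changed sign: Mapk9 was -0.0031 with DESeq2 and -0.024 to 0.045 with 1 replicate left out, Pik3r1 -0.093 to 0.095 and Slc16a3 -0.014 to 0.21. The medians of marker lists with few tested genes did so too, mast cell and basophil at -0.0054 with at least 10 counts in every sample and erythroid at -0.020 to 0.45 with 1 replicate left out. Over the fits with 1 replicate left out, calls of named genes were lost 23 times, all in Il6, Cd69, Pik3cb, Mapk8, Slc35d3 and Cdkn1c, and with DESeq2 2 were lost, Il6 and Mapk8. Of the lists not at a claim, 7 lost their call with an estimated correlation and 7 gained it under fry. Depth limits the low genes: Il6 had a mean of 16.7 counts, and without 1 replicate its log2 fold change ranged from 0.88 to 1.71.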

Differences from the paper's values

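The paper prints no value for the RNA-seq comparison in its text that was computed here in the same way, so directions are compared. The paper states that the MAPK pathway was down-regulated. Here the median log2 fold change of the MAPK list was 0.039 (camera adjusted p = 0.546), with 64 genes higher and 53 lower at an adjusted p-value under 0.05. The ratio of its down-regulated DEGs to the expected number was 1.40 (one-sided Fisher's exact test, p = 0.0752). Among the alternatives set before the data were examined, this excess passed the threshold with the DEGs of DESeq2, the paper's tool (1.61, p = 0.0214), for ligands, receptors and channels alone (2.50, p = 0.00599) and without Th1 replicate 2 (1.58, p = 0.0289). None of the other alternatives run on the list did, and none of those gave a median below 0 that passed the threshold. Upper-quartile scaling, limma-voom, no filter on low counts and protein-coding genes alone were run for the DEG count only. The same holds for the GC and length terms, so these alternatives cannot speak for the list. Under fry the core part of the list passed it in the higher direction (median 0.094, adjusted p = 0.0261). The number of DEGs expected came from all genes tested, and 514 of the 1064 down-regulated DEGs were not protein-coding. Fewer would be expected against protein-coding genes alone, so the ratio of 1.40 may be too low. That background was not tested, and the one used in the paper is not named in its text.

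The paper states that the PI3K-AKT-mTOR pathway was up-regulated. Up-regulated DEGs were more frequent in the list than expected here (16 against 7.73), but the list as a whole did not pass the threshold in camera (median 0.078, adjusted p = 0.326). It did under fry (adjusted p = 0.0151), and the core part did with DESeq2 statistics (median 0.10, adjusted p = 0.035), under fry, without Th1 replicate 1 and without ALX-5407 replicate 1. The Reactome set PI3K/AKT activation passed it under fry (median 0.091, adjusted p = 0.00707) and not in camera.

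The paper states that glycolysis was enhanced, from the RNA-seq data. Here 12 glycolysis genes were lower and 3 higher at an adjusted p-value under 0.05, with a median log2 fold change of -0.15 (camera adjusted p = 0.185). The median was negative under each alternative run, and the list did not pass the threshold under fry (adjusted p = 0.109). The Reactome set Glycolysis (27 genes, median -0.15) was lower under fry (adjusted p = 0.0431) but not in camera (adjusted p = 0.172).

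In Fig. 5A and B the paper shows ribosome terms enriched in down-regulated DEGs. Here ribosomal protein genes were lower as a set, but their 8 down-regulated DEGs were 1.54 times the expected number (one-sided Fisher's exact test, p = 0.148). As for the MAPK list, fewer would be expected against protein-coding genes alone, so this ratio may be too low. The excess passed the threshold without a fold change threshold (3.98, Fisher's exact p = 6.38e-39) and without Th1 replicate 2 (2.05, p = 0.0305), Th1 replicate 3 (2.11, p = 0.0145), ALX-5407 replicate 1 (1.88, p = 0.039) or ALX-5407 replicate 2 (2.34, p = 0.00467).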

Other observations

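The tests on mitochondrial genes and on the loss of B cells, myeloid cells and NK cells were chosen only after the results they concern were seen. The other tests of this part were set before their outcomes were known.

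Genes that the paper measured by flow cytometry, quantitative PCR or Western blot had these values in the RNA-seq of Th1 cells, with adjusted p-values from edgeR's quasi-likelihood test. Ifng, which the paper reports as lower by quantitative PCR, had a log2 fold change of -0.79 (standard error 0.0967, adjusted p = 5.75e-06). Il10, which the paper reports as higher, had 1.19 (standard error 0.0886, adjusted p = 2.98e-08). Tgfb1, which the paper reports as unchanged, had 0.82 (standard error 0.0753, adjusted p = 2.74e-07). Il1b, higher in the paper, had too few reads to test, with 2, 0 and 0 counts in Th1 cells and 6, 3 and 4 with ALX-5407. Tnf had 0.61 and Il6 1.40, the latter from a mean of 16.7 counts. For CD25 and CD69, whose surface levels the paper reports as lower, the mRNA of Il2ra had 0.44 (adjusted p = 0.000663) and that of Cd69 0.27 (adjusted p = 0.0412). Bcl2 mRNA, whose protein the paper reports as reduced, had a log2 fold change of 1.00 (standard error 0.0676, adjusted p = 1.09e-08), at 302 ± 9.1 CPM in Th1 cells and 603 ± 7.96 CPM with ALX-5407 (SD, n = 3 each). Tbx21, which encodes the transcription factor T-bet, had 0.34 (adjusted p = 0.000941), and the Th1 programme list as a whole had a median of 0.25 (camera adjusted p = 0.422). RNA and protein were measured in different experiments, and no explanation of the differences was tested.

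Gapdh, which the paper used as the reference for quantitative PCR, had a log2 fold change of -1.97 in these counts, at 435 ± 128 CPM in Th1 cells and 111 ± 19.5 CPM with ALX-5407 (SD, n = 3 each). Relative to Gapdh, the RNA-seq log2 change of Ifng would be 1.17, of Il10 3.15, of Tgfb1 2.77, of Il6 3.25 and of Tnf 2.56. Relative to Actb, which had a log2 fold change of 0.59, they would be -1.37, 0.60, 0.23, 0.70 and 0.017. The values relative to Gapdh and Actb are not exact differences of the fold changes given here. They depart from them most for Il6, which had a mean of 16.7 counts. Reads shared between Gapdh and its processed pseudogenes could lower or raise its count. The counts of Gapdh and 160 such copies, summed, had a log2 ratio of -1.389, so reads moved among them do not remove the fall. Reads that the counting discarded are not visible, and to that extent sharing and a true fall of Gapdh cannot be told apart.

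Ribosomal protein genes were lower as a set, and Peptide chain elongation, made up mostly of them, had the smallest p-value of the Reactome sets (86 genes, median -0.51, adjusted p = 3.04e-13). Of the 660 sets, 145 were higher and 22 lower at an adjusted p-value under 0.05, by camera and by fry. Short genes and GC content were weighed as technical sources. With a trend on gene length taken out the ribosomal median was -0.4275, and with a trend on GC content -0.5668. Other genes covered by processed pseudogenes over 50% or more of their length had a median of -0.04012. Those as abundant as ribosomal protein genes (27 genes) had a median of -0.098. Cover was measured over the longest transcript, so genes with many copies can lie below 50%, as Gapdh does (160 copies, 36.2%). The comparison therefore cannot exclude shared reads as a source of the ribosomal fall. 1 of the 10 splits of the 6 samples gave a ribosomal median as far from 0. A lower output of ribosomal protein genes, as in amino acid shortage, is a hypothesis consistent with these tests, and RNA degradation or selection that favours other transcripts for reasons besides length and GC content was not tested.

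Of the DEGs, 66.5% were lower. The imbalance lay mostly in genes that are not protein-coding, with 101 higher and 514 lower (83.6% lower), against 435 higher and 550 lower (55.8% lower) among protein-coding DEGs of the same fit. Another scaling moved this share by at most 4.9 percentage points, which argues against normalization as the source. A loss of other cells from the treated cultures could lower many genes, and lists of marker genes written before the data were examined were used to weigh this. For loss of B cells, 4 of the 15 tested markers were higher and 4 lower at an adjusted p-value under 0.05, with Cd74 at 1.51, Igkc at -1.69 and Ebf1 at -1.62, and H2-Ab1 and Ighm, the most abundant, at -0.39 and 0.18. Markers that move apart argue against it. For myeloid cells, Ctss (-0.64), Cst3 (-0.23) and Cd68 (-1.75) fell, Mpeg1 rose (2.38, from 0.264 CPM), and the list was lower under fry (adjusted p = 0.00441) but not under camera (adjusted p = 0.46). Lyz2, S100a8, S100a9, C1qa and Tyrobp together came to only 0.252 CPM in Th1 cells, which argues against a loss of myeloid cells that carry these transcripts. For NK cells, Klre1 fell (-1.46, from 3.81 CPM), while Klrc1 (-0.16, from 42 CPM), Klrk1 (-0.23, from 35.8 CPM) and Klrd1 (-0.15, from 11.5 CPM) had an adjusted p-value above 0.05 and Klra7 stood at 0.03. The median of the 5 tested markers was -0.16, and the list was lower under fry (adjusted p = 0.0186) but not under camera (adjusted p = 0.213). Some loss of NK cells and a change within the T cells cannot be told apart, because the fall was small and these tests differed. Why DEGs that are not protein-coding were mostly lower was not tested.

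Genes of the Th17 programme were lower in treated cells (13 tested, median -1.13, camera adjusted p = 0.00372), with 10 lower and 3 higher at an adjusted p-value under 0.05 over all genes tested and over the list alone. Il17a had a log2 fold change of -3.49 from a mean of 47.5 counts, Ccr6 -3.28, Il23r -2.04 and Ahr -1.52, while Ccl20 rose by 1.73. Ahr and Ccl20 were named after their values were seen. Of the Th2 programme, 6 genes were lower and 2 higher (11 tested, median -1.04, camera adjusted p = 0.185, and 0.000401 under fry). All 6 were down-regulated DEGs, where 0.734 were expected, and 2 genes were up-regulated DEGs, where 0.37 were expected. The one-sided Fisher's exact test, adjusted over the lists, gave p = 0.000301 for the lower and 0.152 for the higher DEGs. 1 of the 10 splits of the 6 samples gave a Th17 median as far from 0. No technical explanation was tested for these genes.

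For the lists at a claim, 1 of the 10 splits of the 6 samples gave a median as far from 0 for the PI3K-AKT-mTOR, cytokine and cell cycle lists, 3 of 10 for the MAPK list and 2 of 10 for the glycolysis list.

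Mitochondrial genes, which are transcribed together, moved apart, and those named here were chosen after their values were seen. mt-Atp6 had a log2 fold change of -2.23, mt-Co2 -1.77 and mt-Cytb -1.17, while mt-Nd3 had 1.13 and mt-Nd4l 0.70. Reads shared with nuclear copies of the mitochondrial genome may contribute. Among 12 genes, the SD of log2 fold changes was larger by 0.851 in the 6 genes with a nuclear copy over 90% or more of their length than in the 6 others (exact permutation test, one-sided, p = 0.0271). The level of 90% was set after the values were seen, and with 50% the difference was 0.808 (8 genes against 4, exact permutation test, one-sided, p = 0.0545). mt-Cytb, with no such copy, also fell, so shared reads and regulation of mitochondrial RNA cannot be told apart for these genes.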
